A study of Homo sapiens with 32 samples. Its data were reported in "Palbociclib releases the latent differentiation capacity of neuroblastoma cells" (2023).

How the data were processed

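H3K27ac ChIP-seq was analysed in SK-N-BE(2)C cells after 5 days in DMSO, PB, RA or PB+RA, with 4 ChIP libraries in each of the 4 groups. A further 16 input libraries served the authors as the reference for peak calling and counting and have no values of their own here. Groups and replicate numbers came from the sample titles, and the study's methods call the 4 samples of a group biological replicates.

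Peak lists and comparison tables were used. According to the submitters' processing notes, the authors trimmed paired-end reads with fastp 0.12.4, aligned them to hg19 with Bowtie2 2.4.4 (the study's methods list another Bowtie2 release) and called broad peaks for each library separately with MACS2 2.2.7.1, against input per the methods. Each peak carries a deposited score, which is the authors' peak value and was used only to rank peaks within a list. Each also carries the authors' ratio (fold enrichment over input) and the authors' −log10 p and −log10 q, of which the −log10 q was used to filter peaks. The comparison tables are the authors' output from DiffBind 3.4, which hold, for 92108 regions, the deposited mean log2 concentration of each group, the deposited log2 fold of treatment over DMSO, and the authors' p-value and FDR. All 92108 regions had a peak in at least 2 of 4 libraries of some group. The deposited log2 folds are smaller in size than the difference of the group concentrations at 93.7% of regions for PB, 96.5% for RA and 91.7% for PB+RA. Where that difference was beyond 0.5, the authors' fold was a median of 0.80, 0.86 and 0.92 of it, so the authors' folds are shrunken, and by more for the single drugs than for PB+RA. The values were normalized by the authors before deposit, and values per library were not used here, so no standard deviation or n is attached to a fold. Because only group values were at hand, the alternative of a test on counts per library was not run, and the authors' test stands as the main result.

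How this could affect the measurements: peak lists depend on each library's depth and enrichment, which are unknown here, so a peak missing from a shallow library need not mean that acetylation is lower. The authors' normalization sets the average change near 0 (the median log2 fold of the authors' tables was -0.07 with PB, -0.01 with RA and -0.01 with PB+RA), so a change in total H3K27ac would not be seen. Base composition can affect amplification and sequencing, and no correction for it is stated in the sources used here.

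A region was called increased or decreased at an FDR under 0.05 and a log2 fold beyond 0.5 in size, the thresholds of the study. Coordinates are hg19, as deposited. The reference was the GRCh37 primary assembly with GENCODE release 44 lifted to it. Of 31 sequence names among the regions, 24 were found in the reference with no region past a sequence end, and 16 regions on other names were left out of steps that need sequence or genes. Each region was assigned to the gene of the nearest of 78714 protein-coding transcription start sites within 100 kb, which gave 72309 assigned regions at 15005 genes. A region within 3 kb of a start site was called promoter-proximal. The nearest gene need not be the gene a region regulates.

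Peaks per library and bases under peaks were compared with DMSO by a two-sided exact permutation test over the 70 arrangements of 8 libraries. Peaks of all 16 libraries were merged, where they shared at least 1 base, into 214296 regions, and regions with a peak in all 4 libraries of one group and none of the other were counted, also in the other splits of the 8 libraries (35 in all). Shares near start sites were compared by Fisher's exact test. Overlap of calls between comparisons was set against independent lists and against 100 simulated sets of unchanged groups that share the controls, which gave 0.12 calls per set on average.

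Before the data were examined, 21 gene lists were written: adrenergic CRC, retino-sympathetic CRC, E2F targets and cell cycle, G1 regulators, axon and neurite, synaptic vesicle and release, postsynaptic membrane, dense-core vesicle, ion channels, sarcomere, extracellular matrix and junctions, retinoic acid response, mesenchymal state, kidney and gland development, neuronal transcription factors, neural crest and Schwann, catecholamine, growth factor receptors, housekeeping, immune and endothelial. The last pair stand for cells that the culture should not hold. Many of the other themes are also named in the published results of the study. A list that passes is therefore not a finding independent of that study. For each list, the members with at least 1 increased, or at least 1 decreased, region were counted and compared with 10000 random lists matched on the number of regions per gene. P-values are two-sided and adjusted by Benjamini-Hochberg over all 126 tests (21 lists, 3 treatments, both directions), of which 8 passed 0.05. The count "adjusted over the list alone" uses the authors' p-values of the list's own regions, adjusted by Benjamini-Hochberg among themselves. On simulated data, the test found 95.5% of 200 lists of 30 genes with planted changes and 3.0% of lists without, among 15005 genes, at p under 0.05.

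The rule for named genes was also fixed then. Each gene is represented in a comparison by its assigned region with the smallest FDR, so that the region can differ between treatments. Named are the genes of the 6 most increased and 6 most decreased regions of each treatment with a peak in at least 3 of 4 libraries of the higher group, the called members of the CRC lists with HAND1, HAND2, GATA3, RARA, RARB, SOX4 and MEIS1 in any case, and the 3 members of each other list with the smallest FDR in each comparison. Some genes that the rule names are not reported here.

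Consensus sites of 13 sequence motifs were counted on both strands in each region and compared with regions called neither way, matched on width and GC content (20 classes of each), by 10000 draws and Benjamini-Hochberg adjustment over 78 tests. In a test on simulated data with random calls over 30000 regions, sites of 1 motif raised 1.3-fold on average were recovered at a ratio of 1.23 (1.14 to 1.34). Of 77 tests without planted sites, 2 had a p under 0.05. The ratios of these tests ran from 0.795 to 1.64, so a ratio in that range can arise without a planted difference. DR5 sites in deposited regions with a peak in 4 of 4 treated and 0 of 4 DMSO libraries were compared with other regions matched on GC content (10 classes), width and mean concentration (5 classes each), with an interval that covers the draws and the Poisson error of the site count. On simulated data, 0% of 100 sets of 2500 random regions out of 92092 had a lower bound above the limit set for this test, and 65% did when sites were planted to give a ratio of 2.07.

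The alternatives were another FDR (0.01), a fold minimum of 0 or 1, differences of the authors' mean log2 concentrations, folds shifted to a median of 0, regions of higher concentration or occupancy, stricter peaks (−log10 q of at least 5), equal numbers of top peaks (64516), another overlap, leaving out each replicate, a replicate block for the peak counts, other distances to start sites, and the central 500 bases for motifs. Chosen after the data were seen were leaving out DMSO replicate 3, motifs in regions farther than 3 kb from a start site, the GC content of regions with a peak, differences of mean concentrations for PB+RA against the sum of the single drugs over all regions called with PB+RA and for the trend with GC content, DR5 sites in gained regions, and folds centred within 10 equal classes of GC content, in which the median fold of each class is taken away and the authors' FDR is kept. Computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.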

Results

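Acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active enhancers and promoters, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) of an established human neuroblastoma line, SK-N-BE(2)C, which carries amplified MYCN and belongs to the adrenergic (sympathetic neuron-like) type. The cells were kept for 5 days in DMSO, the solvent, in palbociclib (PB), an inhibitor of the cyclin D-dependent kinases that carry cells from G1 into S phase, in retinoic acid (RA), a differentiating agent that acts through nuclear receptors, or in PB+RA. Each group held 4 ChIP libraries and 4 input libraries. Each ChIP library came with its own list of broad peaks, and each treatment came with the authors' comparison against DMSO over the same 92108 regions. Read depth per library is unknown here, so the depth behind a single region's value is unknown too, and the number and extent of the peaks stand in for library yield.

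No difference from DMSO in the number or extent of the peaks was detected with any treatment. The number of broad peaks per library was 83693 ± 12951 (SD, n = 4) with DMSO, 83362 ± 8643 (SD, n = 4) with PB, 95628 ± 7104 (SD, n = 4) with RA and 89043 ± 11485 (SD, n = 4) with PB+RA. The bases under peaks came to 142 ± 27.4 Mb (SD, n = 4), 119 ± 11.4 Mb (SD, n = 4), 145 ± 7.55 Mb (SD, n = 4) and 129 ± 16.1 Mb (SD, n = 4) in the same order. None of these differed from DMSO by more than the spread between libraries in a two-sided exact permutation test, with p = 0.971 for PB, 0.143 for RA and 0.6 for PB+RA in peak number, and p = 0.171, 0.857 and 0.514 in bases. With 4 libraries against 4, the smallest p this test can give is 0.0286.

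The base composition of the acetylated regions did differ. Among the 92092 regions on chromosomes of the reference genome, those with a peak in a DMSO library had a median GC content of 49.2% ± 0.507 (SD, n = 4 libraries). In PB libraries it was 47.2% ± 0.832 (SD, n = 4) and in PB+RA libraries 45.7% ± 0.523 (SD, n = 4), each lower than DMSO with p = 0.0286 in a two-sided exact permutation test. RA libraries lay between, at 48.2% ± 0.352 (SD, n = 4), with an exact permutation p of 0.0571 that does not pass 0.05. This measure was chosen after the data were seen, and results for the gene groups that passed a test are also given with folds centred by GC content.

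**Figure D1:**
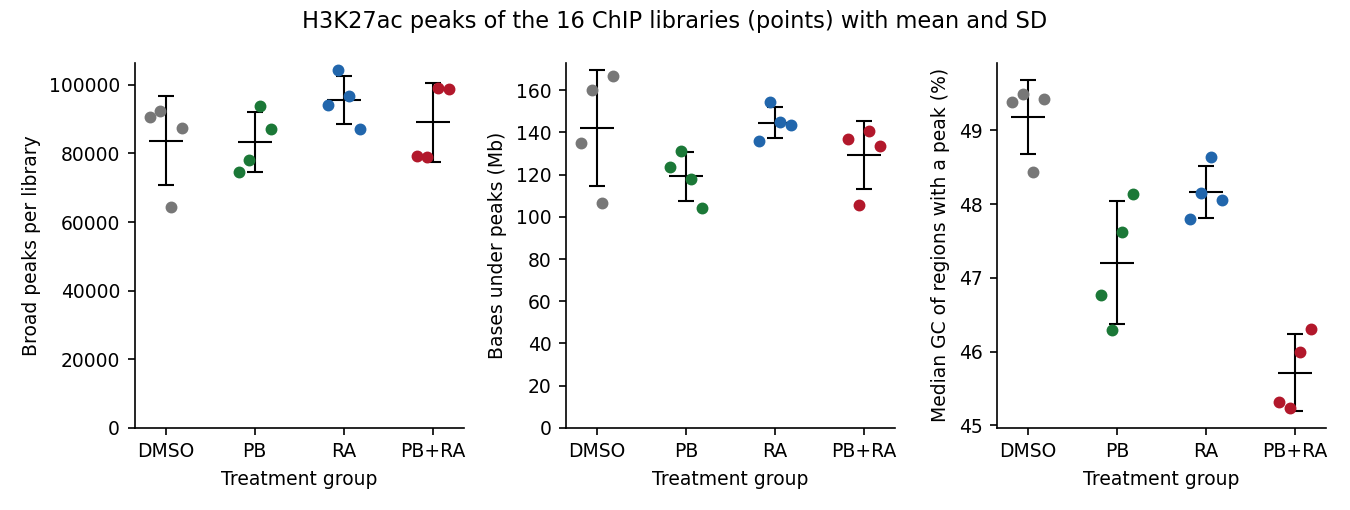
The number of broad peaks, the bases under peaks in Mb, and the median GC content in percent of the regions with a peak, for each of the 16 ChIP libraries (points) by treatment, with the group mean and SD (bars, n = 4). Peak numbers and bases overlap between groups, while the 4 PB+RA libraries lie between 45.2% and 46.3% GC and the 4 DMSO libraries between 48.4% and 49.5%.

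The first comparison asked how CDK4/6 inhibition alone changed H3K27ac. With PB, the mark fell near cell cycle genes. More axon genes than expected had an increased region and more mesenchymal genes a decreased one, and both of these calls missed the threshold in some other settings. At the start site of E2F7, an E2F family member, the authors' deposited table gave a log2 fold of -1.60 (FDR 7.2e-14), and at that of MKI67, the gene of the proliferation marker Ki67, -1.43 (FDR 2.77e-15). At the start site of STMN4, a stathmin of growing neurites, the authors' deposited table gave a log2 fold of 1.96 (FDR 6.33e-25). At the start site of PRRX2, a homeobox factor of the mesenchymal state, it fell by 1.79 on the log2 scale in the authors' deposited table, with 6 of the gene's 7 regions decreased. In all, 12246 regions (13.3%) were increased and 15034 (16.3%) decreased at the study's thresholds of an FDR under 0.05 and a log2 fold beyond 0.5 in size. The called changes were modest, with a median log2 fold of 0.80 in size among increased and 0.76 among decreased regions of the authors' deposited table.

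Of the gene lists fixed in advance, the E2F targets and cell cycle genes stood out most. A decreased region was assigned to 34 of the 45 measured members, against 17.6 in random lists matched on the number of regions per gene (adjusted permutation p = 0.0063, resting on the smallest p the 10000 lists can give, 0.0002), and the count was again 34 when adjusted over the list alone. Besides E2F7 and MKI67 these included E2F2, with a log2 fold of -1.18 at its start site, and E2F1, with -0.95 at a region 5310 bases away, in the authors' deposited table. Not all members fell: the region with the smallest FDR near CCNE1, the gene of cyclin E1, lay 23403 bases from the start site and had a log2 fold of 1.78 in the authors' deposited table. The list kept its decrease when folds were centred within 10 classes of GC content, with 24 members against 6.39 expected (adjusted permutation p = 0.0084).

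By the count of members, axon and neurite genes went the other way. An increased region was assigned to 27 of 36 measured members against 17.4 expected (adjusted permutation p = 0.0084), and a decreased region to 12 against 21.4 (adjusted permutation p = 0.0284), with the same 27 and 12 by number when adjusted over the list alone. Examples are STMN4, DPYSL3, a collapsin response mediator of growth cones, and NCAM2, a neural adhesion molecule, the last pair with log2 folds of 1.84 and 1.56 in the authors' deposited table. Mesenchymal state genes had a decreased region at 21 of 28 members against 13.1 expected (adjusted permutation p = 0.0284; also 21 adjusted over the list alone), among them SNAI2, a transcription factor of the epithelial to mesenchymal transition, with -1.30 at its start site, and FOSL2, an AP-1 subunit, with -1.50 in the authors' deposited table. Centred within 10 classes of GC content, neither list passed: axon genes had 23 members increased against 14.5 expected (adjusted permutation p = 0.0504) and 10 decreased against 14.2 (adjusted permutation p = 0.458), and mesenchymal genes had 13 decreased against 6.24 (adjusted permutation p = 0.0504). The axon increase did not pass within 10 kb of a start site (adjusted permutation p = 0.0672), although its ratio to matched lists was larger there, 2.06 against 1.56. At a fold minimum of 1 the same held of the low number of axon genes with a decrease (ratio 0.159 against 0.560, adjusted permutation p = 0.182) and of the mesenchymal decrease (ratio 2.93 against 1.61, adjusted permutation p = 0.0828), where fewer members have a called region. The median log2 fold over all regions of the mesenchymal list was -0.22 in the authors' deposited table against -0.10 in matched lists, which did not pass (adjusted permutation p = 0.443). That of the axon list was 0.12 in the authors' deposited table against -0.08 and passed (adjusted permutation p = 0.0315). With folds centred within 10 classes of GC content the axon median was -0.0094 against -0.046 in matched lists and did not pass (adjusted permutation p = 0.550).

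The remaining lists did not pass with PB. Neurosecretory genes went both ways, with an increased region at 12 of 24 dense-core vesicle genes and a decreased one at 10 (adjusted permutation p = 0.512 and 0.676). CHGB, a granin of dense-core vesicles, had 8 of its 10 regions increased and a log2 fold of 1.53, whereas BDNF, a neurotrophin, had -1.46 at its start site in the authors' deposited table. An increased region was assigned to 20 of 35 ion channel genes (adjusted permutation p = 0.280), 15 of 34 synaptic vesicle genes (0.676), 13 of 31 postsynaptic membrane genes (0.765), 9 of 23 sarcomere genes (1), 18 of 33 extracellular matrix and junction genes (0.401) and 6 of 22 retinoic acid response genes (1). A decreased region was assigned to 16 of 19 adrenergic core regulatory circuit genes (0.277), 20 of 31 neuronal transcription factor genes (0.347), 16 of 25 kidney and gland development genes (0.373), 9 of 17 neural crest and Schwann genes (1), 9 of 15 growth factor receptor genes (0.785), 9 of 16 G1 regulators (0.692) and 7 of 17 housekeeping genes (1). Synaptic vesicle genes had a decreased region at 10 of 34 members against 17.4 expected (adjusted permutation p = 0.124), and with folds centred within 10 classes of GC content at 2 against 9.43 (adjusted permutation p = 0.0454). Among housekeeping genes, ACTB, the gene of beta-actin, had a log2 fold of -0.96 at its start site in the authors' deposited table.

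The 6 regions with the largest increase with PB lay nearest to SIDT1, H2AZ1, PALM2AKAP2, PMP22, C2orf88 and FAM117A, with log2 folds from 2.31 to 2.83 in the authors' deposited table. The first, in an intron of SIDT1 at chromosome 3:113278815-113280960 (hg19, as deposited), had a peak in 4 of 4 PB libraries and 0 of 4 DMSO libraries. The 6 largest decreases lay nearest to FOXD2, FOXF1, GAS1, TYRO3, ITPR3 and BHLHE23, with log2 folds from -2.01 to -2.47 in the authors' deposited table. At FOXD2, a forkhead factor, the region at chromosome 1:47902430-47904136 covered the start site and had a peak in 4 of 4 DMSO libraries and 0 of 4 PB libraries.

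The number of PB calls changed when folds were centred by base composition. Centring the folds within 10 classes of GC content left 7615 regions increased and 5641 decreased, which moves the increased share of called regions from 44.9% to 57.5%. Not all of that move need come from base composition. Shifting all folds to a median of 0, with no step for GC content, gave 13154 and 13215 regions, a share of 49.9%. A fold minimum of 1 gave a share of 55.0%. Other settings lowered it. Regions with a peak in at least 3 of 4 libraries of the higher group gave 8221 and 12416, a share of 39.8%. The share was 43.9% with no fold minimum and 44.8% with differences of the mean log2 concentrations.

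**Figure D2:**
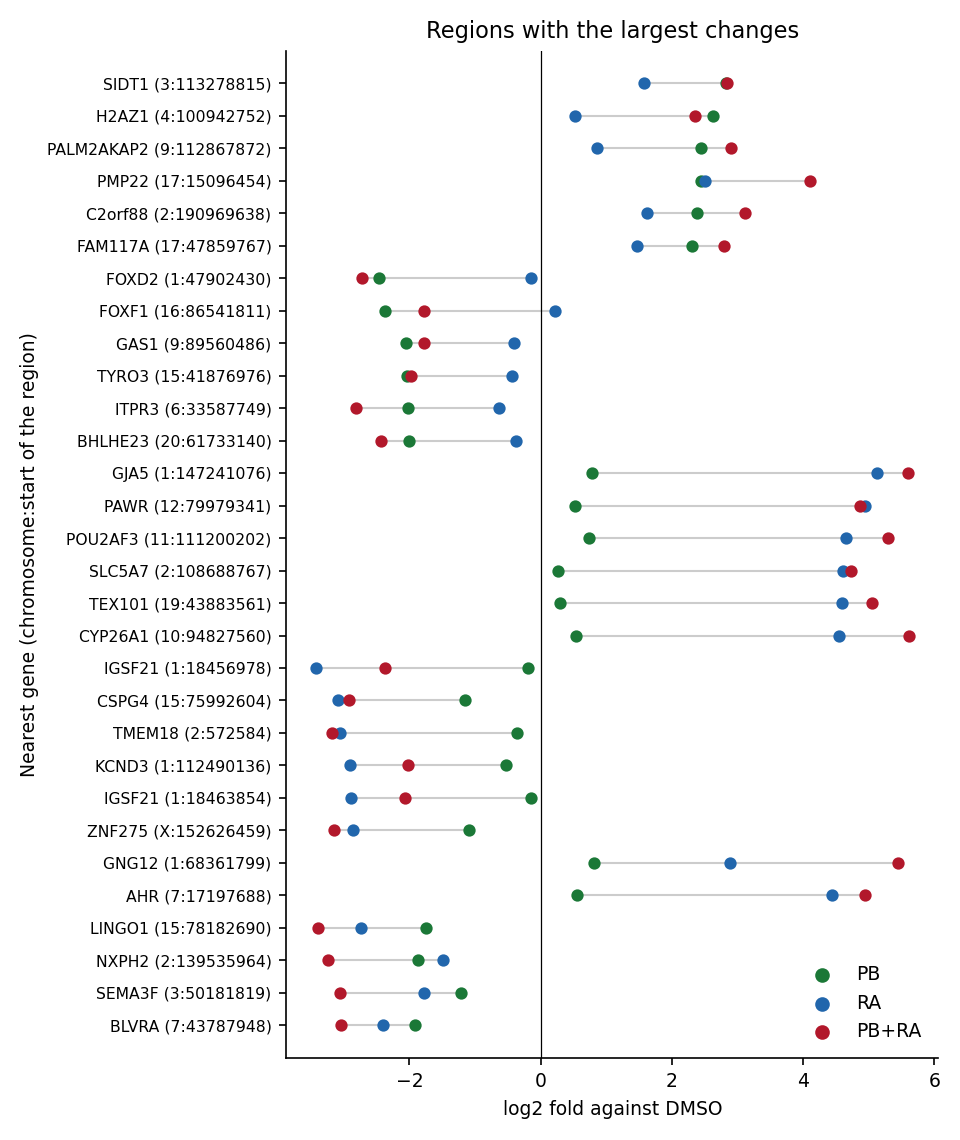
The log2 fold against DMSO (x axis) in the authors' deposited table for the 6 most increased and 6 most decreased regions of each treatment (y axis, named by nearest gene, chromosome and start; regions shared between treatments are drawn once), with PB in green, RA in blue and PB+RA in red. For CYP26A1, PB lies at 0.55, RA at 4.54 and PB+RA at 5.61.

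The second comparison asked what RA changed. Large increases lay at genes that handle or transduce retinoids. Over CYP26A1, the gene of the main RA-degrading enzyme, the authors' deposited table gave a log2 fold of 4.54 (FDR 1.14e-101). This region, chromosome 10:94827560-94840735, spans the whole CYP26A1 gene and the end of CYP26C1 and had a peak in 4 of 4 RA and 0 of 4 DMSO libraries. DHRS3, a retinaldehyde reductase, had all 12 of its regions increased, with a log2 fold of 4.24 at its start site in the authors' deposited table. At the start site of RARB, a retinoic acid receptor gene that RA induces, the log2 fold was 3.09 in the authors' deposited table. Of 22 measured retinoic acid response genes, 17 had an increased region against 8.57 in matched lists (adjusted permutation p = 0.0084; also 17 adjusted over the list alone), and with folds centred within 10 classes of GC content there were 18 against 8.02 (adjusted permutation p = 0.0084). At a fold minimum of 1 the list did not pass (adjusted permutation p = 0.0828), with a ratio to matched lists of 2.19 against 1.98. The median log2 fold over all regions of the list was 0.51 in the authors' deposited table and passed (adjusted permutation p = 0.0432). With folds centred within 10 classes of GC content this median was 0.56 and did not pass (adjusted permutation p = 0.0535).

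In all, 18458 regions (20.04%) were increased and 13002 (14.1%) decreased with RA, with a median log2 fold of 1.07 and 0.85 in size in the authors' deposited table. Centring within 10 classes of GC content left 15531 and 11899. Apart from CYP26A1, the largest increases lay nearest to GJA5, PAWR, POU2AF3, SLC5A7 and TEX101, with log2 folds from 4.59 to 5.12 in the authors' deposited table, and each of these 5 regions had a peak in 4 of 4 RA and 0 of 4 DMSO libraries. SLC5A7 is the choline transporter of cholinergic neurons, and its region lay 85787 bases from the start site. The 6 largest decreases lay nearest to IGSF21 (at 2 regions), CSPG4, TMEM18, KCND3 and ZNF275, with log2 folds from -3.43 to -2.85 in the authors' deposited table. KCND3, a voltage-gated potassium channel gene, had 20 of its 21 regions decreased.

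**Figure D3:**
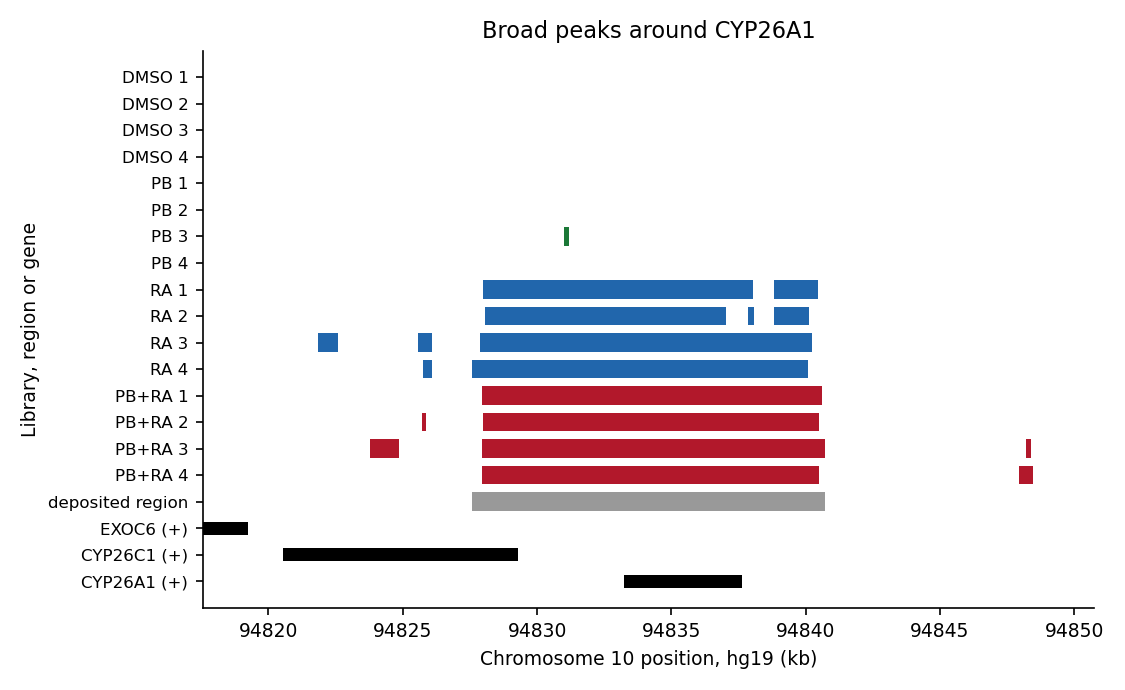
Broad peaks of each of the 16 ChIP libraries along chromosome 10 in kb (hg19) around CYP26A1, with the deposited region in grey and the annotated genes in black. The 4 RA and 4 PB+RA libraries have peaks across the gene, the 4 DMSO libraries have none in the window, and PB replicate 3 has a small one.

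Transcription factors of the adrenergic and the retino-sympathetic core regulatory circuit (CRC), the circuits said to hold neuroblastoma cells in a proliferating or an RA-treated state, were examined by name. HAND1, a basic helix-loop-helix factor of sympathetic precursors, had all 9 of its regions decreased with RA, and the authors' deposited table gave -2.14 for the one with the smallest FDR, 92302 bases from the start site. For GATA3 the log2 fold was -1.57 (8 of 11 regions decreased) in the authors' deposited table. HAND2 had -0.90 with RA in the authors' deposited table.

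A decreased region was assigned to 15 of 19 measured adrenergic CRC genes with RA against 9.83 in matched lists, which did not pass (adjusted permutation p = 0.171; also 15 adjusted over the list alone), and an increased region to 8 (adjusted permutation p = 0.540). The median log2 fold over all regions of this list with RA was -0.30 in the authors' deposited table and passed (adjusted permutation p = 0.0473). With folds centred within 10 classes of GC content it was -0.27 and did not pass (adjusted permutation p = 0.0990). With PB+RA the median was -0.56 and did not pass (adjusted permutation p = 0.0643), but after that centring it was -0.60 and passed (adjusted permutation p = 0.0042). Each of the 4 genes of the retino-sympathetic list had an increased region with RA (2.12 expected; adjusted permutation p = 0.373; also 4 adjusted over the list alone). Their log2 folds with RA were 0.60 for RARA, 3.09 for RARB, 3.14 for SOX4 and 0.73 for MEIS1 in the authors' deposited table. With PB alone, RARB had 0.86, SOX4 -0.85, RARA -0.28 (not called) and MEIS1 -0.54 in the authors' deposited table, and the MEIS1 value changed sign to 0.0742 when folds were centred within 10 classes of GC content. The HAND1 value with PB, -0.68 at another region in the authors' deposited table, became -0.45 under the same centring and was no longer called, whereas that of HAND2 went from -0.47, not called, to -0.71 and was called.

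With RA, postsynaptic membrane genes had a decreased region at 20 of 31 members against 11.7 expected (adjusted permutation p = 0.0063; also 20 adjusted over the list alone). GRIN1, an NMDA receptor subunit gene, had -0.78 with RA in the authors' deposited table. The 3 members with the smallest FDR rose, however. DLG2, a scaffold of postsynaptic densities, had 85 of 94 regions increased and a log2 fold of 3.44, and ERBB4, a neuregulin receptor gene, and GRM7, a metabotropic glutamate receptor gene, had 2.02 and 2.03 in the authors' deposited table. The median log2 fold over all regions of the list was 0.12 in the authors' deposited table, which did not pass against matched lists (adjusted permutation p = 0.455). With folds centred within 10 classes of GC content the count was 16 against 10.9 (adjusted permutation p = 0.253). E2F targets and cell cycle genes had a decreased region at 22 of 45 members against 9.80 expected (adjusted permutation p = 0.0063; also 22 adjusted over the list alone). Assigned regions went both ways here too: E2F1 had -1.18, but the regions with the smallest FDR near MKI67, CDK1, the gene of a mitotic kinase, and E2F7 had 1.58, 2.60 and 1.93 in the authors' deposited table. These regions lay 59330, 67521 and 62013 bases from the start site, in the same order. The values with RA at the start sites of these genes are not given here. The count became 14 against 8.51 (adjusted permutation p = 0.260) with folds centred within 10 classes of GC content. The median log2 fold over all regions of the E2F list was -0.24 in the authors' deposited table and passed (adjusted permutation p = 0.0315). After the same centring this median was -0.13 and did not pass (adjusted permutation p = 0.129). At a fold minimum of 1 neither list passed with RA (adjusted permutation p = 0.804 with a ratio of 1.42 against 1.71 for postsynaptic membrane genes, and 1 with a ratio of 1.09 against 2.25 for E2F targets).

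Other lists did not pass with RA. An increased region was assigned to 25 of 33 extracellular matrix and junction genes (adjusted permutation p = 0.0644), 24 of 35 ion channel genes (0.124), 26 of 36 axon and neurite genes (0.301), 19 of 34 synaptic vesicle genes (0.512), 13 of 24 dense-core vesicle genes (0.785), 14 of 28 mesenchymal state genes (0.539) and 9 of 23 sarcomere genes (0.832). Extracellular matrix and junction genes went both ways. LAMA4, a laminin chain, and ITGA1, an integrin, had log2 folds of 2.67 and 2.29 in the authors' deposited table. FBN1, whose FDR was smaller than theirs, had -2.64 in the authors' deposited table. A decreased region was assigned to 7 of 12 catecholamine genes (adjusted permutation p = 0.301), 9 of 15 growth factor receptor genes (0.301) and 9 of 17 neural crest and Schwann genes (0.373). TH, the gene of the rate-limiting enzyme of catecholamine synthesis, had -1.09 at its start site, and SLC18A1, a vesicular monoamine transporter gene, had -2.01 in the authors' deposited table. At the start site of ALK, a receptor tyrosine kinase gene mutated in some neuroblastomas, the log2 fold was -1.54 in the authors' deposited table.

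The third comparison asked what the combination changed. PB+RA changed more of the regions than either drug, with 25778 (28.0%) increased and 22914 (24.9%) decreased and median log2 folds of 1.19 and 1.01 in size in the authors' deposited table. CYP26A1 led with 5.61 (FDR 2.20e-154), followed by GJA5 with 5.61, GNG12 with 5.45, POU2AF3 with 5.29, TEX101 with 5.05 and AHR, the aryl hydrocarbon receptor gene, with 4.94 in the authors' deposited table. The GNG12 region had a log2 fold of 0.81 with PB and 2.88 with RA in the authors' deposited table, and a peak in 2 of 4 RA libraries, 4 of 4 PB+RA libraries and 0 of 4 DMSO libraries. The largest decreases lay nearest to LINGO1, NXPH2, TMEM18, ZNF275, SEMA3F and BLVRA, with log2 folds from -3.39 to -3.04 in the authors' deposited table. Centring within 10 classes of GC content left 17687 regions increased and 15614 decreased.

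E2F targets and cell cycle genes had a decreased region at 38 of 45 members with PB+RA against 18.3 expected (adjusted permutation p = 0.0063; also 38 adjusted over the list alone), and 35 against 11.6 (adjusted permutation p = 0.0084) with folds centred within 10 classes of GC content. At the start sites of E2F7, E2F2 and AURKB, a mitotic kinase gene, the authors' deposited table gave -2.36, -2.24 and -1.76. For MKI67 the region with the smallest FDR was a different one, 47399 bases from the start site, and it rose by 2.80 on the log2 scale in the authors' deposited table. Retinoic acid response genes had an increased region at 17 of 22 members against 10.9 expected (adjusted permutation p = 0.110), and after centring within 10 classes of GC content at 17 against 9.73 (adjusted permutation p = 0.0454). Axon and neurite genes had one at 31 of 36 members (adjusted permutation p = 0.0655). On the log2 scale STMN4 rose by 3.83 at its start site, SNAP25, a synaptic release gene, by 2.75, and DLG2 by 3.78, with 89 of 94 regions increased, in the authors' deposited table.

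The other lists did not pass with PB+RA. An increased region was assigned to 26 of 35 ion channel genes (adjusted permutation p = 0.301), 22 of 34 synaptic vesicle genes (0.563), 17 of 24 dense-core vesicle genes (0.476), 25 of 33 extracellular matrix and junction genes (0.386), 12 of 23 sarcomere genes (0.992), 8 of 12 catecholamine genes (0.539), and each of the 4 retino-sympathetic CRC genes (0.563), each of which also had a decreased region (0.618). A decreased region was assigned to 17 of 19 adrenergic CRC genes (0.301), 21 of 31 neuronal transcription factor genes (0.373), 21 of 31 postsynaptic membrane genes (0.373), 15 of 25 kidney and gland development genes (0.785), 15 of 28 mesenchymal state genes (1), 12 of 17 neural crest and Schwann genes (0.401), 11 of 15 growth factor receptor genes (0.401), 8 of 16 G1 regulators (1) and 7 of 17 housekeeping genes (1). WT1, a kidney and gonad regulator, had -2.68 and GLI2, a hedgehog pathway factor, -2.59 in the authors' deposited table. Adjusted over the list alone, the count of no list differed by more than 1 from that given here for it, in any treatment. Genes of cell types not expected in a cell line had few measured members: with PB+RA an increased region was assigned to 3 of 8 endothelial and 3 of 8 immune genes (adjusted permutation p = 1 for both). With RA, 4 of 8 immune genes had an increased region against 1.66 expected (adjusted permutation p = 0.301). With PB, a decreased region was assigned to 5 of 8 immune genes against 2.69 expected (adjusted permutation p = 0.451). For endothelial genes it was 5 of 8 against 3.27 (adjusted permutation p = 0.618).

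The peak lists gave a view of gained and lost regions that does not rest on the authors' test. Of 214296 regions merged from the peaks of all libraries, 793 had a peak in 4 of 4 PB and 0 of 4 DMSO libraries and 648 the reverse. The counts were 2775 and 909 for RA, and 5281 and 1222 for PB+RA. The deposited regions at CYP26A1, GJA5 and POU2AF3 had a peak in 4 of 4 RA, 4 of 4 PB+RA and 0 of 4 DMSO libraries. Which of gained and lost regions were more numerous depended on the peaks used for PB and RA. At a -log10 q of at least 5 there were 88 gained and 207 lost for PB and 499 and 630 for RA, and with equal numbers of top peaks 579 and 628 for PB, while for PB+RA the gained regions stayed more numerous, at 1363 against 560 and 3559 against 1709. Leaving out DMSO replicate 3, the library with the fewest peaks, raised the lost regions to 2648 for PB, 1830 for RA and 3974 for PB+RA, and the gained regions to 1027, 3048 and 5839.

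The study also asked which regions responded alike to the treatments. The same direction was called in all 3 comparisons at 9590 regions, 5451 increased and 4139 decreased, where independent lists of these sizes would share 1215. Simulated groups with no change, set against the same controls, shared 0. Independent lists leave out the shared DMSO libraries and the simulation leaves out the effects, so neither excess measures a shared effect, and part of it may come from the shared controls. A single region near each of STMN4 and ANKRD1 rose in each treatment in the authors' deposited table, and one near each of E2F1 and ATOH8 fell in each. Opposite calls were fewer than independent lists would give: 930 regions were increased with PB and decreased with RA (1729 for independent lists), and 437 were decreased with PB and increased with RA (3013). The shared controls may also lower the number of opposite calls, which was not counted in the simulation. The shortfall therefore does not measure a shared effect.

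Across regions, which are not independent replicates, the log2 changes of PB and RA against DMSO had r = 0.439. Shared controls alone gave r = 0.4998 in the simulation, and 0.4997 and 0.5004 for the other pairs. The simulation leaves out the effects, so an r below its value does not show that PB and RA are less alike than noise. The covariance of PB and RA was 0.275 against 0.0487 in the simulation, a difference of 0.226. For PB and PB+RA the covariance exceeded the simulated one by 0.538, and for RA and PB+RA by 0.718.

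Where all 3 comparisons called an increase, the median log2 fold was 0.84 with PB, 1.22 with RA and 1.79 with PB+RA in the authors' deposited table, and PB+RA exceeded both single drugs at 81.3% of these regions. Where all 3 called a decrease, the medians were -0.79, -0.84 and -1.33 in the authors' deposited table, and PB+RA lay beyond both at 83.3%. Both shares may be raised by the shrinkage of the deposited folds, which is larger for the single drugs. PB+RA was not tested directly against either drug here. The combined log2 fold was smaller in size than the sum of the single log2 folds. The median difference was -0.37 for the increased and 0.38 for the decreased regions of the authors' deposited table. With differences of the authors' mean log2 concentrations it was -0.61 and 0.53. A sum of log2 folds stands for a product of folds, so whether the changes in signal add up was not tested. Regions increased only with PB+RA, 7205 in number, had medians of 0.24 with PB, 0.26 with RA and 0.89 with PB+RA in the authors' deposited table. These classes are defined by the calls themselves. Over all 25778 regions increased with PB+RA the combined fold minus the sum had a median of 0.10 (95% bootstrap interval 0.09 to 0.11) in the authors' deposited table, which turned to -0.041 (-0.051 to -0.031) with differences of the mean log2 concentrations. Over the 22914 decreased regions it was 0.019 and 0.15 in the same order, again from the authors' deposited table.

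The position of changed regions against transcription start sites was compared next. Within 3 kb of a start site lay 6.21% of the regions increased with PB, 36.9% of those decreased and 21.0% of those called neither way (odds ratio of increased against decreased 0.113, 95% interval 0.105 to 0.123, Fisher's exact test, two-sided). For RA the shares were 9.44%, 15.2% and 26.7% (odds ratio 0.583, exact p = 1.82e-53), and for PB+RA 9.97%, 24.1% and 27.2% (odds ratio 0.349, 95% interval 0.332 to 0.367). The p-values without a number here are below double precision, and regions are not independent replicates. Regions decreased with PB+RA differed from regions called neither way by -3.11 percentage points in Fisher's exact test (p = 3.29e-18), a difference that no longer passed at 10 kb (-0.751 points, exact p = 0.061) and was larger with folds centred within 10 classes of GC content (16.6% against 25.8%, -9.14 points, exact p = 6.54e-133). FOXD2, FOXF1, GAS1 and ITPR3 were among the decreased regions that covered a start site with PB.

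Start sites are rich in GC, and the folds followed GC content. The median GC content was 39.5% in regions increased with PB, 56.0% in those decreased and 46.8% in those called neither way. From the GC-poorest to the GC-richest of 10 equal classes of regions, the median log2 fold went from 0.43 to -0.61 with PB, from 0.45 to -0.12 with RA and from 0.90 to -0.74 with PB+RA in the authors' deposited table. The fall was not steady with RA, where the lowest median log2 fold, -0.19, was in the class just below the GC-richest. In regions farther than 3 kb from a start site it went from 0.44 to -0.60 with PB, 0.46 to -0.17 with RA and 0.90 to -0.87 with PB+RA in the authors' deposited table. Compared within 10 classes of GC content, the odds ratio of a PB decrease near a start site against elsewhere fell from 2.55 (95% interval 2.46 to 2.65) to 1.147 (1.099 to 1.197). After centring folds within those classes, the share within 3 kb was 7.37% of regions increased and 25.1% of regions decreased with PB, 10.7% and 12.5% with RA (odds ratio 0.842), and 12.1% and 16.6% with PB+RA (odds ratio 0.690).

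**Figure D4:**
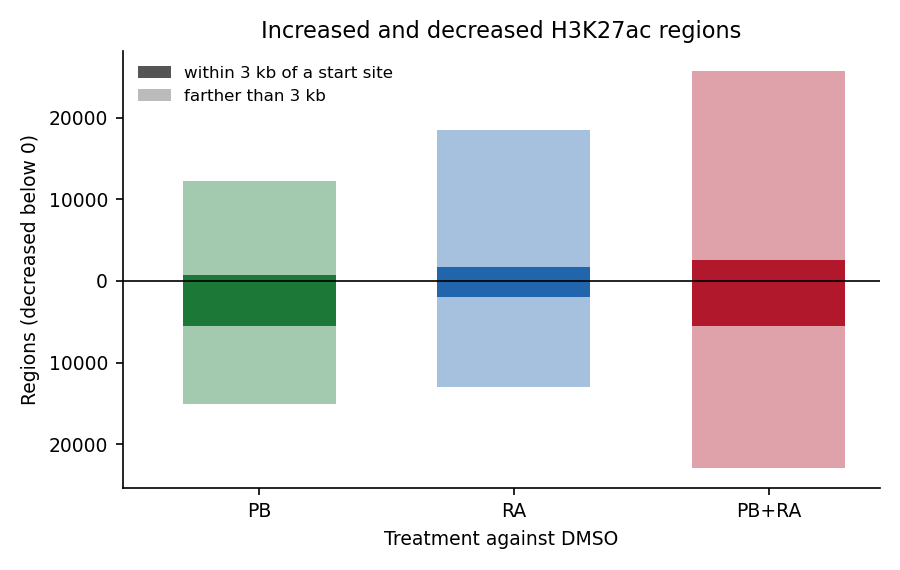
The number of regions increased (above 0) and decreased (below 0) with each treatment against DMSO, split into those within 3 kb of a transcription start site (dark) and those farther away (light). With PB, 5540 of 15034 decreased and 760 of 12246 increased regions lie within 3 kb.

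**Figure D5:**
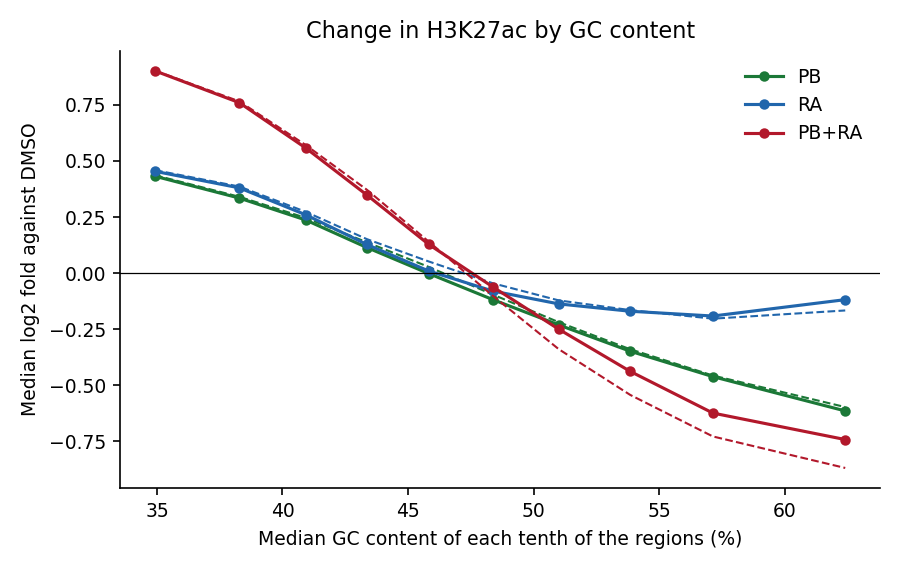
The median log2 fold against DMSO in the authors' deposited table (y axis) of each of 10 equal classes of regions by GC content (x axis, median percent of the class), for PB, RA and PB+RA, over all regions (solid lines with points) and over those farther than 3 kb from a start site (dashed). With PB+RA it goes from 0.90 in the GC-poorest to -0.74 in the GC-richest class.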

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

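Leaving out DMSO replicate 3, equal numbers of top peaks and leaving out replicates for GC content, regions far from start sites for motifs, differences of mean concentrations over all regions called with PB+RA, and folds centred within 10 classes of GC content were chosen after the results were seen, and the other settings here before that. Where a result moved, the cause was not tested unless a reason is given.

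No strong pairing of the libraries by replicate number was seen. None of 24 same-number pairs of libraries had deviations with r over 0.1 (-0.00802 to 0.0613 across regions), and 8 of 24 correlated best with their own number. The median r was 0.032 for the same number and -0.025 for different numbers across groups (-0.071 to 0.069). A weak shared effect of the number is therefore not excluded. With the replicate number as a replicate block, an exact sign-flip permutation test, which cannot go below p = 0.125, gave p = 0.875, 0.25 and 0.75 for peak numbers with PB, RA and PB+RA (differences of -331, 11934 and 5350) and 0.25, 0.875 and 0.75 for bases under peaks. The regions gained or lost within all 4 numbers are by construction those reported, 1.34% and 0.936% of those gained or lost within any number for PB, 3.49% and 1.45% for RA, and 7.56% and 1.75% for PB+RA. A block, leaving out a replicate and another normalization were not run for the authors' comparison, since values per library were not used here. Depth per library is unknown, which limits what a missing peak means.

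With peaks of -log10 q of at least 5, the differences in peak number changed sign to 353.8 for PB and -398.5 for RA, and that in bases to -4.15 Mb for RA; none passed an exact test in either setting. Leaving out each replicate number in turn gave differences in peak number from -10170.7 to 4846.3 for PB, 5149.3 to 15961.7 for RA and -4413.7 to 11628 for PB+RA, and in bases from -34.5 to -9.80, -9.43 to 11.1 and -28.8 to 0.887 Mb. The difference in median GC content ranged from -2.37 to -1.57, -1.43 to -0.832 and -3.815 to -3.205 percentage points, where an exact test of 3 libraries against 3 cannot go below p = 0.1, and with equal numbers of top peaks was -1.75 (exact p = 0.0286), -0.932 (exact p = 0.0857) and -3.38 (exact p = 0.0286).

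Of regions with a peak in all libraries of one group and none of the other, leaving out each replicate number, which asks for fewer libraries, gave 1226 to 2292 gained and 1070 to 3745 lost for PB, 3703 to 4508 and 1410 to 2480 for RA, and 6358 to 7330 and 1517 to 5269 for PB+RA. Without DMSO replicate 3 the gained regions were 1027, 3048 and 5839 and the lost regions 2648, 1830 and 3974. At -log10 q of at least 5 there were 88 gained and 207 lost for PB, 499 and 630 for RA, and 1363 and 560 for PB+RA. Peaks covering at least 50% of the region left 393 gained and 755 lost for PB, 2121 and 1361 for RA, and 3426 and 1651 for PB+RA, and equal numbers of top peaks left 579 and 628, 1785 and 1250, and 3559 and 1709. For PB in all 3 of these settings, and for RA in the first, lost regions outnumbered gained ones. With at least 3 of 4 and at most 1 of 4 libraries, a looser rule, there were 4962 and 7189 for PB, 9539 and 5690 for RA, and 12874 and 9178 for PB+RA.

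A log2 fold minimum of 1, a stricter rule, left 3025 increased and 2472 decreased regions with PB, 10218 and 4482 with RA, and 16330 and 11744 with PB+RA, and 3 gene list results in place of 8. With regions within 10 kb of a start site 11 gene list results passed, and with the median log2 fold over all regions of a list 8 did. Folds centred within 10 classes of GC content left 7615 and 5641 regions with PB, and 5 gene list results passed. Those that passed again were the E2F decreases with PB and PB+RA and the retinoic acid response increase with RA. Newly passing were the low number of synaptic vesicle genes with a decrease with PB and the retinoic acid response increase with PB+RA (adjusted permutation p = 0.0454 for each). The call of 44 named gene results was lost with that centring, 4 were gained, and 3 changed sign: ESAM with PB+RA to 0.12, MEIS1 with PB to 0.0742 and TH with PB+RA to 0.0605. At an FDR of 0.01, 11 named gene calls were lost, and at a fold minimum of 1, 115. Decreased against uncalled regions with PB+RA differed by -0.751 points within 10 kb of a start site (exact p = 0.061). The PB+RA fold minus the sum of the single drugs, over all regions increased with PB+RA, turned from 0.10 to -0.041 with differences of mean concentrations, which lack the shrinkage of the deposited folds. The median log2 fold of postsynaptic membrane genes with RA was 0.12, above that of matched lists but not past the test (adjusted permutation p = 0.455).

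Of 78 motif tests 50 passed, and 30 did in regions over 3 kb from a start site only. Among the 50 that passed, ratios that crossed or reached 1 in the central 500 bases were E-box CAGCTG sites decreased with PB, 0.954, and increased with RA, 0.979, MEIS sites increased with RA, 0.975, CTCF sites decreased with RA, 0.975, and with PB+RA, 0.973, DR2 sites increased with PB+RA, 0.944, and GATA sites decreased with PB+RA, 1.04. In regions over 3 kb away these were E-box CAGCTG sites increased with RA, 0.989, E-box CATCTG sites increased with RA, 0.993, and with PB+RA, 0.988, E2F sites increased with RA, 1.005, MEIS sites increased with RA, 0.9985, decreased with RA, 0.999, and decreased with PB+RA, 0.996, and GATA sites decreased with PB+RA, 1.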

Other observations

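The test of a bias of the DMSO libraries, the differences of mean concentrations, the counts over other splits of the libraries, DR5 sites in gained regions, list medians after centring by GC content and the motif ratio away from start sites were chosen after the results they measure were seen, and the other tests of explanations here were set before that.

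Sequence motifs gave a further view of the regions that changed. Retinoic acid response elements with a 5-base spacer (DR5), the classical site of RAR-RXR receptors, were 2.49 times as frequent per kb in regions increased with RA as in matched regions called neither way (95% interval 2.09 to 3.02; adjusted permutation p = 4.1e-04, resting on the smallest p the draws can give), in line with the hypothesis that some of these regions bind the receptors directly. The ratio was 2.29 among regions farther than 3 kb from a start site and 2.94 in the central 500 bases. It may account for few regions, since 1.63% of RA-increased regions held such a site, against 0.704% of regions called neither way. With PB+RA the ratio was 1.99 and with PB 1.07 (adjusted permutation p = 0.499), and whether PB and RA differ was not tested. Sites of AP-1, the dimer of FOS and JUN proteins, were 1.26 times as frequent in RA-increased and 1.07 times as frequent in PB-increased regions as in matched regions.

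When the median log2 fold over all regions of a list was tested in place of the count of members, kidney and gland development genes passed, with a median of -0.46 with PB (adjusted permutation p = 0.0252) and -0.79 with PB+RA (adjusted permutation p = 0.0063) in the authors' deposited tables. With folds centred within 10 classes of GC content neither passed, at -0.14 (adjusted permutation p = 0.232) and -0.35 (adjusted permutation p = 0.140), nor did the count of members with a decreased region, 9 against 5.75 with PB (adjusted permutation p = 0.458) and 12 against 9.71 with PB+RA (adjusted permutation p = 0.700). The members went both ways: SIX2, a factor of kidney progenitors, had log2 folds of -1.56 with PB and -2.22 with PB+RA in the authors' deposited tables, and WT1 had -1.29 and -2.68, while FGF10, a growth factor gene, had 0.79 and 1.42, SOX9 had 0.54 and 2.27, and PAX2 had 1.39 with PB and -1.58 at another region with PB+RA. The PB calls of FGF10 and SOX9 were lost with centring, at 0.36 and 0.43. Adrenergic CRC genes had a median of -0.30 with RA (adjusted permutation p = 0.0473) in the authors' deposited table, which was -0.27 (adjusted permutation p = 0.0990) after the same centring. With PB+RA their median was -0.56 (adjusted permutation p = 0.0643), and -0.60 (adjusted permutation p = 0.0042) after it.

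The first pattern is that many regions had a peak in all libraries of a treatment and none of DMSO, or the reverse. Chance assignment of libraries is argued against: 1 of the 35 splits of the 8 libraries, the real one, gave as many regions for PB (1441 against 784 in the highest other split), for RA (3684 against 1074) and for PB+RA (6503 against 894). A share of 1 in 35 is the smallest this count can give. The treatments share the DMSO libraries, and no adjustment was made for testing each of them. With equal numbers of top peaks per library the real split was again the highest, with 1207, 3035 and 5268 regions. A difference in yield or base composition as the whole cause of the gained regions is argued against for RA and PB+RA, since DR5 sites were 3.23 (1.98 to 5.77) and 2.68 (1.80 to 4.27) times as frequent in them as in other regions matched on GC content, width and concentration. How many of the gained regions such a difference accounts for stays open, and so do the lost regions and all of PB, whose gained regions held 5 such sites, too few to decide.

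The second pattern is that PB decreases lay near start sites, and that folds were lower in the GC-richest than in the GC-poorest regions in each treatment. If lower enrichment in PB libraries had lowered all strong regions alike, the excess near start sites should vanish within 10 classes of DMSO concentration, but the odds ratio stayed at 1.91 (1.83 to 1.99), which argues against it as the whole cause. A GC bias of the PB libraries remains open, since within 10 classes of GC content the odds ratio was 1.147 (1.099 to 1.197), and within classes of both measures it was 0.695 (0.660 to 0.733). A bias of the DMSO libraries alone would give the 3 comparisons the same trend, yet the drop from the GC-poorest to the GC-richest class was larger with PB+RA than with RA by 1.07 (1.04 to 1.09), and by 1.10 (1.08 to 1.14) with differences of mean concentrations. A library bias that follows the groups and an effect of the treatments both stay open.

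The third pattern is that, on the log2 scale, PB+RA changed regions called in all 3 comparisons by less than PB plus RA. Choosing regions on the single-drug folds inflates those folds, and over all regions increased with PB+RA, chosen without them, the median of the combined fold minus the sum was 0.10 (0.09 to 0.11) rather than below 0. That sign does not decide the matter, because choosing on the combined fold inflates it in turn and because the deposited folds are shrunken more for the single drugs: with differences of mean concentrations the median was -0.041 (-0.051 to -0.031). Over all regions decreased with PB+RA it was 0.019 (0.012 to 0.026) with the deposited folds and 0.15 with the differences, both towards a smaller combined change. Selection and a response below the sum of the log2 folds cannot be told apart here, and no biological explanation was tested. That sum stands for a product of folds, so a response below added changes in signal was not tested.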
